A study of Homo sapiens with 24 samples.

How the data were processed

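The values used were raw counts per gene as deposited. Per the authors' processing notes, base calls were made with CASAVA 1.8.2, reads were aligned with HISAT2 2.1.0 to hg19, and counts were made with featureCounts; per the file headers, this was version 1.5.0-p1. The headers show that reads mapping to several places were counted at each, with no strand option given. Genes with near-identical copies (HBA1 and HBA2, HBG1 and HBG2, TPSAB1 and TPSB2, ribosomal protein pseudogenes) therefore share reads, and overlapping genes on opposite strands cannot be told apart. The authors also ran DESeq2 between cell sources, in tables not used here. Neither its version nor the sort gates are given in the sources used here. The series text describes single-end reads of 50 bases and replicates cultured and sorted independently from different donations. The table holds 23710 genes, none of them mitochondrially encoded, and 24 further columns of another cell source were not used in any step. The smallest chi-square per degree of freedom between replicates was 21.9, over genes with a summed count of at least 20. Differences between independent replicates also raise this value, so it cannot tell whether the counts are raw.

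The main test was the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with 1 mean per stage over the 24 libraries, TMM factors, and genes kept by filterByExpr at a smallest count of 10. This left 15399 genes, with a common biological coefficient of variation of 0.279. P values were adjusted by the Benjamini-Hochberg method, and a gene was called changed at an adjusted p under 0.05. CPM values are normalised with the TMM factors, which ran from 0.167 to 1.92. Standard errors belong to the log2 fold changes, and ± after a CPM is the SD of 3 libraries. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over 224 tests; 28 of the 29 lists had tested members. With the correlation estimated from the data, 1 of the 109 calls held. DESeq2 1.42.0 was the other tool. Shares of counts were compared by exact two-sided permutation of the 3 and 3 libraries. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

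Named genes followed a rule. In each comparison these were the 6 risen and 6 fallen genes with the largest fold changes among those called, with a mean of at least 10 CPM in the higher stage and no overlap between the libraries. To these were added up to 4 members in the direction of each list that passed and up to 2 in the other, 24 anchor genes, and up to 3 abundant members of the lists for other cell types. Genes that vary between people were left out. The main test, the lists, the rule and the alternatives of the next sentence were chosen before the data were examined. These alternatives were RLE size factors, globin genes left out of library sizes, no filter, a filter at 1 CPM in 3 libraries, DESeq2, fits of only the stages compared, the replicate number as a block, fry, an estimated correlation, and leaving out each library. Alternatives added after the data were seen were RNA45S5 and MTRNR2L genes left out of library sizes, early libraries with late erythroid transcripts left out, erythroblast libraries numbered 3 left out, fits of the 15 erythroblast libraries with and without the block, the blocked fit of only the stages compared, and the mean of HBG1 and HBG2 in place of their sum.

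Whether replicate numbers pair the libraries was checked by correlating the deviations of same-numbered libraries from their stage means. The lowest and highest correlations were -0.06 and 0.07 for BFU-E against CD34 cells, 0.12 and 0.32 for CFU-E against BFU-E, 0.01 and 0.30 for proerythroblasts against CFU-E, 0.55 and 0.62 for early basophilic cells against proerythroblasts, and 0.49 and 0.58 for late against early basophilic cells. They were 0.15 and 0.26 for polychromatic against late basophilic cells, 0.33 and 0.52 for orthochromatic against polychromatic cells, and 0.17 and 0.31 for orthochromatic cells against proerythroblasts. Pairing was taken from the data, not from the labels. The column names of CD34 to early basophilic libraries carry a different prefix from those of the later stages. If that prefix marks a batch, batch and stage cannot be told apart between early and late basophilic cells, nor in orthochromatic cells against proerythroblasts.

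The procedure was tested on simulated data, with 200 genes changed and a list of 30 genes shifted 1.5-fold. Among genes changed 4-fold, edgeR recovered from 77.3% to 92.4% over the 8 comparisons, and among those changed 1.5-fold from 1.49% to 11.9%, with 0 to 11 calls among 14878 to 15032 unchanged genes tested. For early basophilic cells against proerythroblasts, the blocked fit of 6 libraries recovered 88.1% of the 1.5-fold genes with 16 calls among 12127 unchanged genes tested, and DESeq2 8.96% with 19 calls among 12780. The shifted list was called in 8 of 8 comparisons, but with uncorrelated genes, so the preset correlation was not tested.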

Results

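RNA was sequenced from 24 libraries of human erythroid cells grown from peripheral blood CD34+ cells, 3 replicates at each of 8 stages: CD34 cells, BFU-E, CFU-E, proerythroblasts, early basophilic, late basophilic, polychromatic and orthochromatic erythroblasts. The deposited table gives counts for 23710 genes. Replicates 1, 2 and 3 held 27884210, 24042043 and 26473841 counts for CD34 cells, 22023668, 13786763 and 12349673 for BFU-E and 43152194, 40107986 and 38883012 for CFU-E. Proerythroblasts held 70302395, 36803457 and 30892449, early basophilic cells 70037097, 32759771 and 31480996 and late basophilic cells 70403731, 34618126 and 29183564. Polychromatic cells held 84825436, 39888635 and 37037551 and orthochromatic cells 68967507, 37561415 and 35494579. Between 13796 and 17807 genes had a count in a library, and the correlation of log2 CPM between replicates ran from 0.975 to 0.998.

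Of 15399 genes tested with edgeR, 15029 (97.6%) differed across the 8 stages in an F test at an adjusted p under 0.05. Among these, 3970 had their highest mean in CD34 cells and 3392 in orthochromatic cells, against 370 in early basophilic cells. The first principal component held 53% of the variance and the second 26.6%. BFU-E had the highest mean for 2276 genes, CFU-E for 1318, proerythroblasts for 757, late basophilic cells for 1312 and polychromatic cells for 1634.

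**Figure D1:**
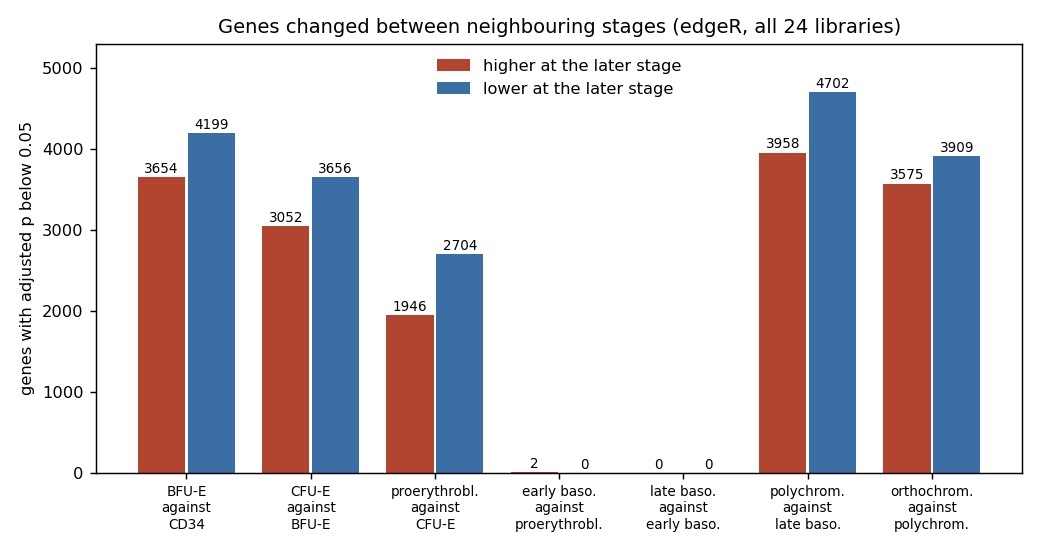
Genes higher and lower at each step between neighbouring stages (edgeR quasi-likelihood fit of the 24 libraries, adjusted p under 0.05, 3 libraries per stage).

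The surface proteins and regulators customarily used to follow this course peaked early (CD34 and GATA2), in CFU-E (KIT) or in the last stages (TFRC, SLC4A1, GATA1 and XPO7). CD34 (chromosome 1, 208059883 to 208084683 on hg19) averaged 444 ± 62.3 CPM in CD34 cells and 6.52 ± 2.06 in CFU-E (means ± SD of 3 libraries). GATA2, a regulator of early progenitors, averaged 433 ± 30.5 CPM in CD34 cells and 7.29 ± 1.52 in proerythroblasts. KIT (chromosome 4, 55524095 to 55606881), the stem cell factor receptor, had its highest mean in CFU-E at 223 ± 54.3 CPM and averaged 0.851 ± 0.199 in polychromatic cells. TFRC, the transferrin receptor, had its highest mean in polychromatic cells (11800 ± 3960 CPM). SLC4A1 (chromosome 17, 42325758 to 42345502), the anion exchanger band 3, averaged 10.6 ± 5.67 CPM in CFU-E, 1630 ± 145 in proerythroblasts and 41800 ± 13000 in polychromatic cells. GATA1 (chromosome X, 48644982 to 48652717) averaged 37 ± 14.5 CPM in CD34 cells and 1120 ± 227 in orthochromatic cells, and XPO7 (chromosome 8, 21777180 to 21864096), a nuclear exportin, 132 ± 42.1 in late basophilic and 13200 ± 282 in orthochromatic cells.

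**Figure D2:**
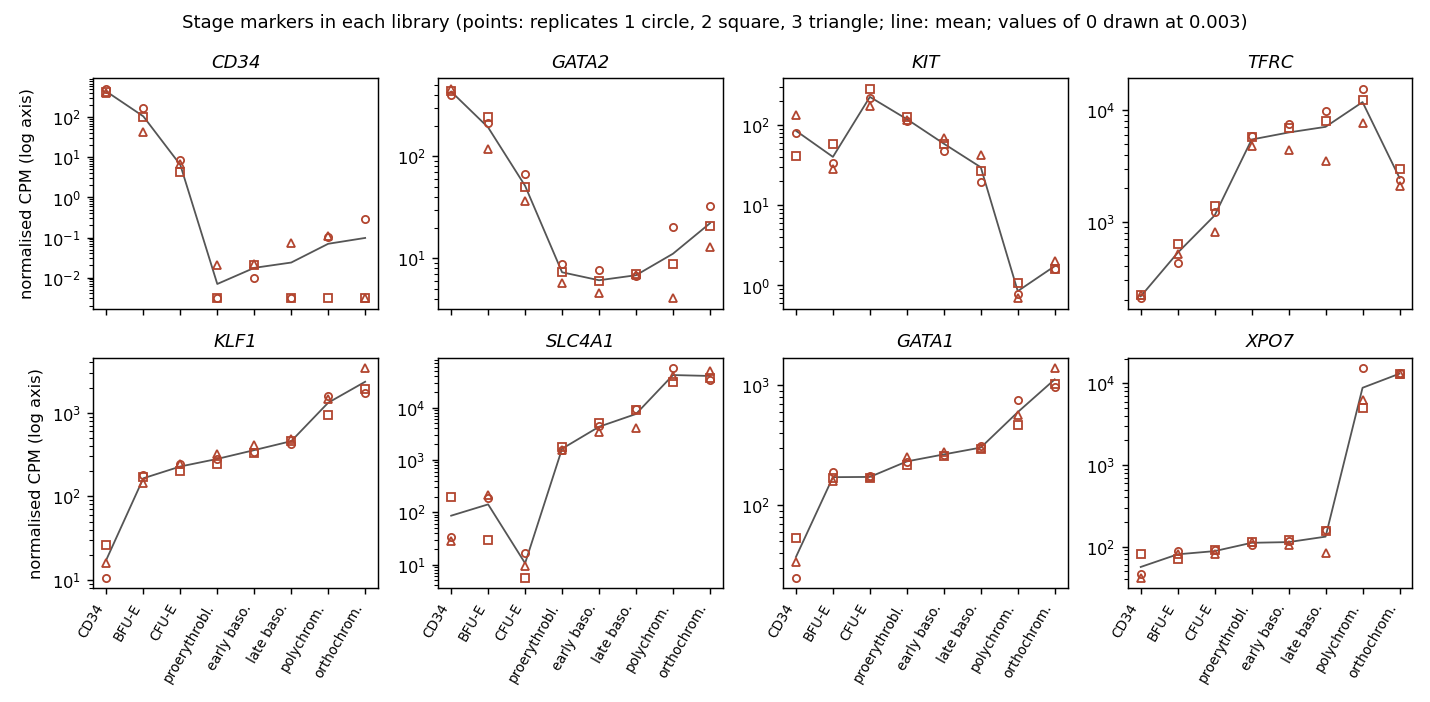
Normalised CPM of 8 stage markers in each of the 24 libraries on a log axis (circles, squares and triangles: replicates 1, 2 and 3; line: mean of the stage; values of 0 drawn at 0.003).

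Globin genes took 0.237 ± 0.228% of all counts in CD34 cells, 1.06 ± 0.378% in BFU-E, 1.42 ± 0.125% in CFU-E, 3.63 ± 0.289% in proerythroblasts, 6.1 ± 0.465% in early basophilic, 8.96 ± 0.996% in late basophilic, 36 ± 4.2% in polychromatic and 50.9 ± 4.68% in orthochromatic cells (mean ± SD, n = 3). Each step had an exact two-sided permutation p of 0.1, the smallest that 3 against 3 can give (Benjamini-Hochberg adjusted p = 0.117), except CFU-E against BFU-E (p = 0.3, adjusted p = 0.3). For that step the globin share rose within each numbered pair. It went from 0.922 to 1.449% in replicate 1, 0.771 to 1.282% in replicate 2 and 1.488 to 1.526% in replicate 3. The fetal genes HBG1 and HBG2 gave 45.5 ± 10.7% of beta-like globin counts in CFU-E, 11.1 ± 4.63% in proerythroblasts, 6.01 ± 1.93% in polychromatic and 3.8 ± 1.56% in orthochromatic cells. That share was 39.6 ± 15.2% in CD34 cells, 43 ± 20.6% in BFU-E, 10.6 ± 6.26% in early basophilic and 9.93 ± 7.31% in late basophilic cells. It was lower in proerythroblasts than in CFU-E in every library (exact permutation p = 0.1, adjusted p = 0.7), and the 6 other steps had p from 0.2 to 0.9 (adjusted p from 0.7 to 0.9). These permutations leave the replicate numbers out of account; within every numbered pair the share was lower in polychromatic than in late basophilic cells, and lower again in orthochromatic cells. Single libraries weighed on the means: without replicate 3 the share was 6.97% in early and 5.71% in late basophilic cells, and without replicate 2 the globin share of CD34 cells was 0.106%. Reads mapping to both gamma genes were counted at each, so gamma shares are upper values. Reads mapping to both HBA1 and HBA2 likewise count more than once in globin shares, to an extent not tested.

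**Figure D3:**
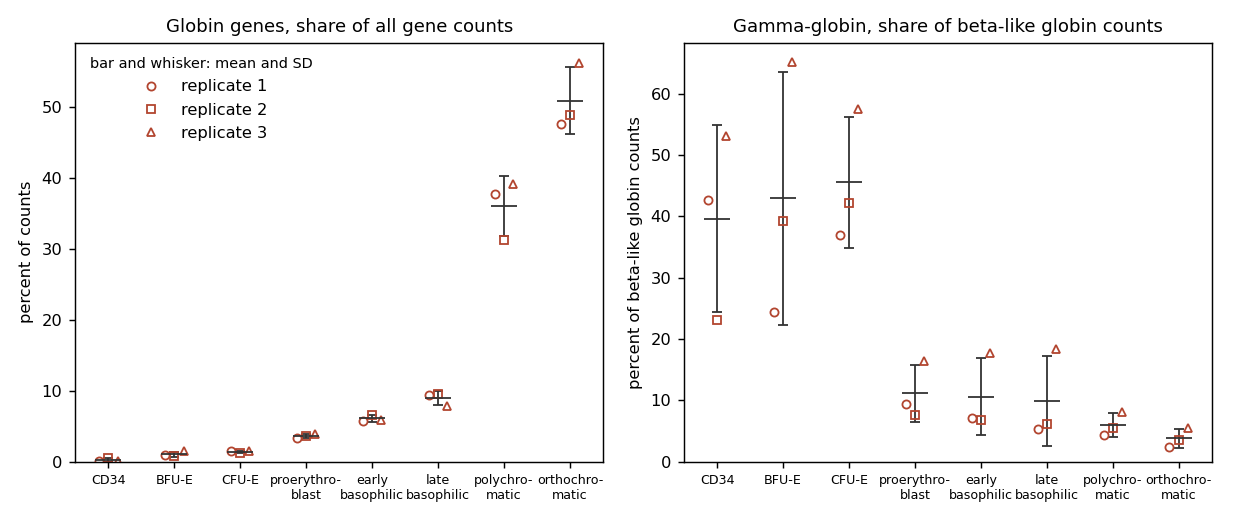
Share of all gene counts in globin genes, and share of beta-like globin counts in HBG1 and HBG2, per library, with mean ± SD of 3 libraries per stage.

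Of 224 tests of 28 gene lists in 8 comparisons, 109 passed with camera at the preset correlation, 76 upward and 33 downward. With an estimated correlation 1 passed: mast cell, basophil and eosinophil markers in early basophilic cells against proerythroblasts (adjusted p = 0.00626). The estimated correlations came from 3 libraries per stage and reached 0.679. With fry, which tests whether members move one way on balance, 116 passed.

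**Figure D4:**
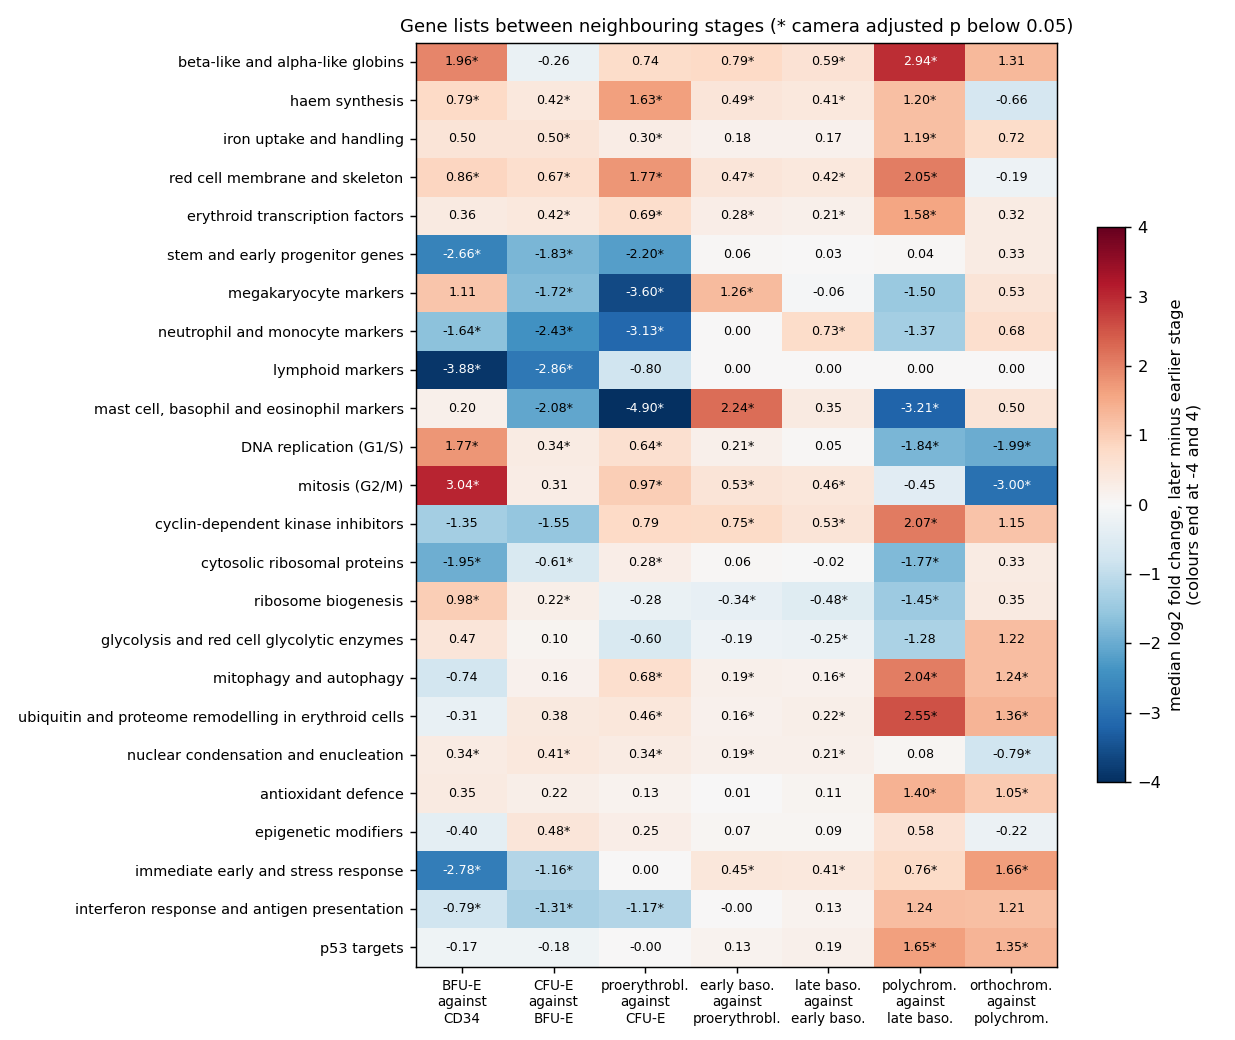
Median log2 fold change of the members of 24 gene lists at each of 7 steps between neighbouring stages. Asterisks mark a camera adjusted p under 0.05 at the preset correlation, and colours end at -4 and 4. The red cell membrane list in orthochromatic against polychromatic cells turned from -0.19 to 0.07, and the epigenetic list there from -0.22 to 0.03, with RLE size factors.

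Against CD34 cells, BFU-E had lower transcripts of stem and lymphoid genes and higher transcripts of the cell cycle and of KLF1 and GATA1. CD34 fell from 444 ± 62.3 to 106 ± 64.1 CPM (log2 fold change -2.06 ± 0.40, adjusted p = 2.09e-04, n = 3 per stage). Values of this form in parentheses below are log2 fold changes ± standard error. KLF1, the erythroid Krüppel-like factor, rose from 17.5 ± 7.92 to 165 ± 19 CPM (3.23 ± 0.30, adjusted p = 2.40e-08), and GATA1 rose from 37 ± 14.5 to 171 ± 15 CPM (2.21 ± 0.23, adjusted p = 1.11e-07). In all, 7853 of 15399 genes changed, 3654 upward and 4199 downward, with 5843 past 2-fold (n = 3 per stage). With no filter the balance turned, with 4230 higher and 3775 lower (52.8% higher). Without CD34 replicate 2 and BFU-E replicates 1 and 3, which carried late erythroid transcripts, 5033 genes changed and the balance turned too, with 2911 higher and 2122 lower (57.8% higher); the lone BFU-E library is then assumed to vary like the other stages.

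Stem and early progenitor genes fell as a group: 26 of 30 fell (27 adjusted over the list alone), with a median log2 fold change of -2.66 (camera adjusted p = 1.36e-09, 0.222 with an estimated correlation). Among its largest falls were HLF (-6.13 ± 0.61), HOPX (-5.82 ± 0.60) and CRHBP (-4.54 ± 0.96, adjusted p from 2.20e-07 to 5.60e-04). Lymphoid markers fell too, 1 of 20 upward and 17 downward (18 adjusted over the list alone, camera adjusted p = 1.07e-05, 0.095 with an estimated correlation). DNTT (-9.18 ± 0.78) and KLRB1 (-7.16 ± 1.22, adjusted p from 2.36e-07 to 4.11e-05) fell, while CD2 (2.91 ± 0.85, adjusted p = 0.0077) rose. Of neutrophil and monocyte markers, 2 of 25 rose and 16 fell (20 adjusted over the list alone, camera adjusted p = 0.0273, 0.654 with an estimated correlation), and CSF3R (-2.99 ± 0.46), MPO (-1.82 ± 0.48), IRF8 (-7.26 ± 0.81), S100A8 (-7.20 ± 1.17) and S100A9 (-6.83 ± 0.97, adjusted p from 2.16e-07 to 0.00326) were among those that fell. BCL11A, a repressor of the gamma globin genes, fell from 81 ± 27.6 to 27.2 ± 5.59 CPM (-1.57 ± 0.22, adjusted p = 3.73e-06).

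Transcripts of proliferation rose. For mitosis, 38 of 38 rose (38 adjusted over the list alone), median 3.04 (camera adjusted p = 2.90e-43, 0.134 with an estimated correlation), and for DNA replication 37 of 38 rose (37 adjusted over the list alone, camera adjusted p = 2.66e-16, 0.313 with an estimated correlation). The spindle and mitotic kinase genes UBE2C (4.37 ± 0.38), NUF2 (4.10 ± 0.26), AURKB (3.97 ± 0.32) and CDC25C (3.75 ± 0.31, adjusted p from 2.96e-10 to 1.03e-08) and the replication genes GINS1 (3.28 ± 0.31), MCM10 (2.98 ± 0.38), FEN1 (2.89 ± 0.25) and CDC6 (2.84 ± 0.40, adjusted p from 1.04e-08 to 4.63e-06) were among the largest. Ribosome biogenesis genes rose, 26 of 37 upward and 3 downward (29 adjusted over the list alone, camera adjusted p = 2.32e-06, 0.372 with an estimated correlation). RRS1 (2.92 ± 0.27) and WDR3 (2.62 ± 0.28, adjusted p from 1.80e-08 to 1.52e-07) rose, although FBL, a methyltransferase of ribosomal RNA, fell (-1.61 ± 0.21, adjusted p = 1.76e-06).

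Cytosolic ribosomal protein transcripts moved the opposite way from the biogenesis genes. Of these, 69 of 71 fell (70 adjusted over the list alone), with a median of -1.95 (camera adjusted p = 2.11e-39, 0.281 with an estimated correlation). RPL30 (chromosome 8, 99053938 to 99057818) fell from 2810 ± 285 to 302 ± 14.6 CPM (-3.22 ± 0.20, adjusted p = 2.96e-10), and RPS29 fell from 2370 ± 678 to 184 ± 36.8 CPM (-3.69 ± 0.23, adjusted p = 2.96e-10). Ribosomal RNA counted as RNA45S5 took 1.41 to 13.3% of counts in CD34 libraries and 13.2 to 23.2% in BFU-E libraries. Leaving it and the MTRNR2L genes out of library sizes moved log2 fold changes by a median of 0.148, giving 4259 higher and 3707 lower (53.5% higher) against 46.5% before, and the median of the list to -1.80.

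Immediate early and stress genes fell, 5 of 27 upward and 18 downward (23 adjusted over the list alone, camera adjusted p = 4.51e-05, 0.372 with an estimated correlation): NR4A1 (-7.16 ± 0.84), JUN (-6.84 ± 0.68), NR4A2 (-6.56 ± 0.66) and ZFP36 (-6.09 ± 0.59, adjusted p from 3.56e-08 to 4.23e-07). ASNS, which makes asparagine, rose (2.79 ± 0.36, adjusted p = 1.48e-06), and TSC22D3, a glucocorticoid target, fell (-7.33 ± 0.90, adjusted p = 8.26e-07). Interferon and antigen presentation genes fell, 2 of 26 upward and 10 downward (12 adjusted over the list alone, camera adjusted p = 0.0355, 0.584 with an estimated correlation). IFI44L (-4.22 ± 0.67) and IRF7 (-2.75 ± 0.27, adjusted p from 3.49e-08 to 2.19e-05) fell. Without the libraries numbered 1 the list had adjusted p = 0.0668, and without those numbered 2 0.0995. IL9R, the interleukin 9 receptor, was among the largest rises (from 1.59 ± 0.929 to 98 ± 12.4 CPM, 5.94 ± 0.42, adjusted p = 1.01e-09), and eosinophil granule PRG2 rose from 62.8 ± 22.1 to 989 ± 501 CPM (3.98 ± 0.35, adjusted p = 1.09e-08).

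Erythroid product genes rose as well, in libraries that differed in late erythroid transcripts. Globins rose, 7 of 10 upward (7 adjusted over the list alone, camera adjusted p = 0.00479, 0.52 with an estimated correlation). HBQ1 (3.47 ± 0.48), HBE1 (2.69 ± 0.52), HBG2 (2.34 ± 0.59) and HBD (2.33 ± 0.53, adjusted p from 4.21e-06 to 0.00218) rose. Haem synthesis genes rose, 8 of 15 upward (9 adjusted over the list alone, camera adjusted p = 0.0238, 0.536 with an estimated correlation). ABCB6 (2.42 ± 0.35), CPOX (1.65 ± 0.31) and UROD (1.09 ± 0.22, adjusted p from 7.55e-06 to 3.10e-04) rose, and membrane genes rose, 13 of 28 upward and 3 downward (16 adjusted over the list alone, camera adjusted p = 0.0162, 0.654 with an estimated correlation). EPB49 (2.88 ± 0.40), ANK1 (2.39 ± 0.30) and KEL (2.38 ± 0.35, adjusted p from 1.17e-06 to 7.82e-06) rose, while GYPC fell (-1.23 ± 0.27, adjusted p = 6.49e-04). Without the libraries numbered 3 the haem list had adjusted p = 0.0628 and the membrane list 0.121. SLC4A1 did not pass (0.72 ± 0.62, adjusted p = 0.343): its normalised CPM was 34.2, 196 and 27.7 in CD34 replicates 1, 2 and 3 and 184, 29.9 and 211 in BFU-E, against 16.7, 5.56 and 9.6 in CFU-E.

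**Figure D5:**
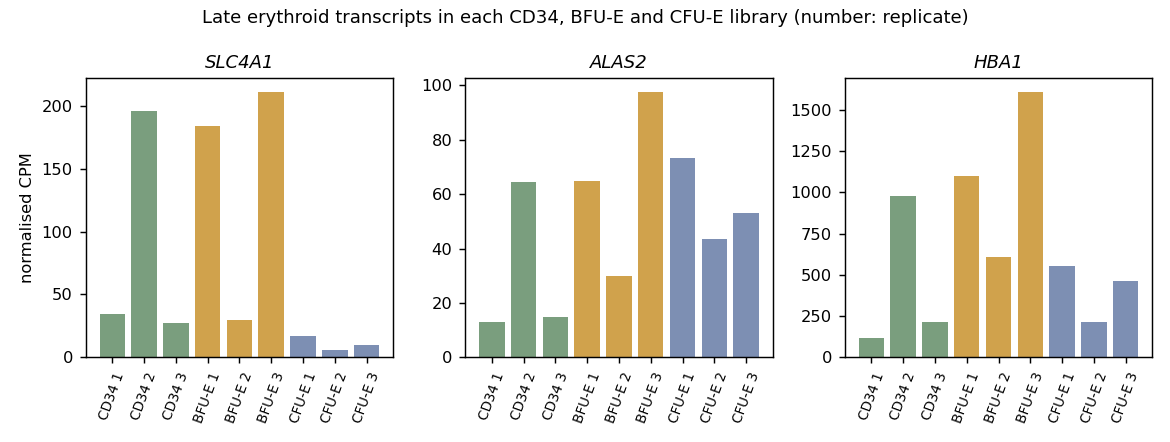
Normalised CPM of 3 late erythroid transcripts in the 9 libraries of CD34 cells, BFU-E and CFU-E, 1 bar per library.

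CFU-E differed from BFU-E by the loss of myeloid and progenitor transcripts and the gain of transcripts for iron uptake, haem and the red cell skeleton. CD34 fell a further step, from 106 ± 64.1 to 6.52 ± 2.06 CPM (-4.03 ± 0.44, adjusted p = 1.47e-06). KIT rose from 40 ± 16 to 223 ± 54.3 CPM (2.48 ± 0.35, adjusted p = 1.95e-05) and CD36, the thrombospondin receptor, from 34.1 ± 8.8 to 178 ± 47.5 CPM (2.38 ± 0.33, adjusted p = 1.86e-05). In all, 6708 of 15399 genes changed, 3052 upward and 3656 downward, with 4466 past 2-fold (n = 3 per stage). The balance depended on the processing: RLE size factors gave 2436 higher and 4097 lower (37.3% higher) against 45.5% with TMM, while leaving RNA45S5 and MTRNR2L genes out of library sizes gave 3578 higher and 3439 lower (51% higher) and no filter 3698 higher and 3562 lower (50.9% higher). Without BFU-E replicates 1 and 3, 2346 genes changed, 1153 higher and 1193 lower (49.1% higher).

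Myeloid genes fell together. Of neutrophil and monocyte markers, 13 of 25 fell (13 adjusted over the list alone, camera adjusted p = 4.10e-06, 0.372 with an estimated correlation), and MPO, the myeloperoxidase, fell from 156 ± 90.3 to 2.04 ± 1.15 CPM (-6.26 ± 0.59, adjusted p = 3.64e-07) beside CTSG (-6.43 ± 0.67) and CSF3R (-5.77 ± 0.55, adjusted p from 6.18e-07 to 2.39e-06). Mast cell, basophil and eosinophil markers fell, 12 of 18 downward (12 adjusted over the list alone, camera adjusted p = 5.52e-06, 0.289 with an estimated correlation). RNASE2 (-7.34 ± 0.65), RNASE3 (-6.50 ± 0.90), EPX (-5.29 ± 0.78), HDC (-3.88 ± 0.42) and PRG2 (-3.51 ± 0.34, adjusted p from 1.27e-07 to 3.63e-05) fell. Stem and early progenitor genes fell, 20 of 30 downward (20 adjusted over the list alone, camera adjusted p = 3.50e-06, 0.339 with an estimated correlation). SPINK2 (-6.24 ± 0.74), CRHBP (-5.93 ± 1.29), AVP (-5.76 ± 0.97) and BAALC (-5.73 ± 0.68, adjusted p from 1.48e-05 to 0.00102) fell. GATA2 fell from 193 ± 65.3 to 51.4 ± 15.9 CPM (-1.91 ± 0.40, adjusted p = 8.21e-04).

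Lymphoid markers (8 of 20 fell (8 adjusted over the list alone), camera adjusted p = 0.00629, 0.222 with an estimated correlation) and megakaryocyte markers (5 of 19 fell (4 adjusted over the list alone), camera adjusted p = 0.0235, 0.652 with an estimated correlation) also fell, with NKG7 (-5.52 ± 0.59) and IL32 (-4.13 ± 0.86, adjusted p from 1.70e-06 to 6.61e-04) among the lymphoid markers. Among interferon and antigen presentation genes 1 of 26 rose and 14 fell (15 adjusted over the list alone, camera adjusted p = 0.0148, 0.513 with an estimated correlation), with MX1 down (-3.05 ± 0.56, adjusted p = 2.37e-04). Immediate early genes fell, 12 of 27 downward (12 adjusted over the list alone, camera adjusted p = 0.0229, 0.635 with an estimated correlation), JUND most clearly (from 178 ± 29.2 to 23.6 ± 5.92 CPM, -2.91 ± 0.35, adjusted p = 3.95e-06).

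The haem list rose, 7 of 15 upward and 1 downward (8 adjusted over the list alone, camera adjusted p = 0.00884, 0.469 with an estimated correlation). ABCB10 (1.68 ± 0.23), FECH (1.56 ± 0.27) and PPOX (1.27 ± 0.23, adjusted p from 1.97e-05 to 2.12e-04) rose. The iron list rose, 5 of 18 upward and 1 downward (6 adjusted over the list alone, camera adjusted p = 0.0329, 0.489 with an estimated correlation). TFR2 (1.59 ± 0.20) and IREB2 (1.13 ± 0.18, adjusted p from 7.84e-06 to 7.06e-05) rose. The list had adjusted p = 0.0508 without the libraries numbered 3. Red cell membrane genes rose on balance, 12 of 28 upward and 5 downward (19 adjusted over the list alone, camera adjusted p = 0.0162, 0.654 with an estimated correlation). ADD2 (2.25 ± 0.35), RHAG (2.05 ± 0.38) and TMOD1 (1.99 ± 0.30, adjusted p from 3.96e-05 to 2.81e-04) rose. That list had adjusted p = 0.0786 without the libraries numbered 2. PKLR, the red cell pyruvate kinase, rose from 8.94 ± 4.72 to 124 ± 19.1 CPM (3.81 ± 0.38, adjusted p = 5.47e-07). Erythroid transcription factors rose, 9 of 22 upward and 2 downward (11 adjusted over the list alone, camera adjusted p = 0.0115, 0.372 with an estimated correlation). LDB1 (1.41 ± 0.18), KLF13 (1.24 ± 0.28) and NFIA (1.22 ± 0.20, adjusted p from 5.45e-06 to 0.00138) rose, and epigenetic modifiers rose, 12 of 29 upward (12 adjusted over the list alone, camera adjusted p = 0.00937, 0.362 with an estimated correlation). ASXL2 (2.38 ± 0.38, adjusted p = 8.08e-05) rose.

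Ribosomal protein transcripts fell on balance, 5 of 71 upward and 40 downward (48 adjusted over the list alone), median -0.61 (camera adjusted p = 4.40e-06, 0.654 with an estimated correlation). Over the same step RNA45S5 went from 16.7% of counts in BFU-E to 2.34% in CFU-E and the MTRNR2L genes from 1.79% to 0.0833%; leaving both out of library sizes moved the median of the list to -0.53. Among the falls were RPL17 (-2.44 ± 0.19), RPS10 (-2.14 ± 0.23), RPLP2 (-2.07 ± 0.29) and RPL35 (-1.96 ± 0.28, adjusted p from 6.73e-08 to 2.43e-05), whereas RPS29 rose (0.84 ± 0.21, adjusted p = 0.00296). Ribosome biogenesis rose, 10 of 37 upward and 3 downward (12 adjusted over the list alone, camera adjusted p = 0.048, 0.725 with an estimated correlation). HEATR1 (1.56 ± 0.21), POLR1A (1.40 ± 0.18) and NOP14 (1.17 ± 0.16, adjusted p from 6.55e-06 to 1.66e-05) rose, while RRS1 fell (-1.16 ± 0.25, adjusted p = 9.37e-04). That list had adjusted p = 0.0857 without the libraries numbered 1, 0.0667 without those numbered 3 and 0.0667 with RLE size factors. DNA replication genes rose, 9 of 38 upward and 1 downward (7 adjusted over the list alone, camera adjusted p = 0.0235, 0.784 with an estimated correlation). Genes of nuclear condensation rose, 8 of 25 upward and 3 downward (11 adjusted over the list alone, camera adjusted p = 0.0379, 0.473 with an estimated correlation, and adjusted p = 0.054 with RLE size factors). RCOR1 (1.43 ± 0.20) and LBR (0.96 ± 0.18, adjusted p from 2.52e-05 to 2.78e-04) rose.

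Proerythroblasts carried the surface and haem transcripts of the red cell that CFU-E had at low levels. SLC4A1 rose from 10.6 ± 5.67 to 1630 ± 145 CPM (7.26 ± 0.81, adjusted p = 4.26e-07). SOX6, a repressor of fetal globin genes, rose from 0.283 ± 0.159 to 27.5 ± 2.66 CPM (6.58 ± 0.79, adjusted p = 1.07e-06). HBE1, the embryonic beta-like globin, fell from 15.7 ± 3.41 to 1.33 ± 0.324 CPM (-3.57 ± 0.53, adjusted p = 1.63e-05). In all, 4650 of 15399 genes changed, 1946 upward and 2704 downward, with 3314 past 2-fold (n = 3 per stage). Fits of only these stages called 7218, and 7617 with the replicate block.

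Of red cell membrane genes, 23 of 28 rose (24 adjusted over the list alone), median 1.77 (camera adjusted p = 2.28e-14, 0.281 with an estimated correlation). GYPB (5.78 ± 0.57) and AQP1 (5.12 ± 0.49, adjusted p from 6.42e-08 to 7.68e-08) rose. Of haem genes, 13 of 15 rose (13 adjusted over the list alone, camera adjusted p = 8.13e-10, 0.141 with an estimated correlation), including ALAS2 (chromosome X, 55035488 to 55057497), the first enzyme of the erythroid pathway (3.74 ± 0.53, adjusted p = 1.04e-05), and AHSP (3.08 ± 0.47) and ALAD (2.06 ± 0.27, adjusted p from 3.47e-06 to 2.55e-05). Iron genes rose, 5 of 18 upward (5 adjusted over the list alone, camera adjusted p = 0.00204, 0.347 with an estimated correlation). SLC25A37 (3.46 ± 0.40), TFRC (2.26 ± 0.34) and SLC11A2 (1.52 ± 0.20, adjusted p from 6.50e-07 to 1.85e-05) rose. Among erythroid transcription factors 11 of 22 rose and 2 fell (14 adjusted over the list alone, camera adjusted p = 1.73e-04, 0.289 with an estimated correlation). E2F2 (2.29 ± 0.45), MXI1 (2.29 ± 0.28) and NFIA (1.67 ± 0.20, adjusted p from 1.13e-06 to 3.83e-04) rose and CBFA2T3 (-1.87 ± 0.30) and STAT5A (-1.76 ± 0.23, adjusted p from 3.35e-06 to 4.61e-05) fell. HEMGN, an erythroid nuclear protein, rose from 9.74 ± 4.02 to 538 ± 26.4 CPM (5.79 ± 0.60, adjusted p = 1.53e-07).

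Transcripts of other lineages fell. Mast cell, basophil and eosinophil markers had a median of -4.90, 15 of 18 fell (15 adjusted over the list alone, camera adjusted p = 5.05e-11, 0.122 with an estimated correlation). TPSAB1 (-9.29 ± 1.34) and FCER1A (-8.05 ± 0.74, adjusted p from 6.97e-08 to 1.19e-05) fell. TPSAB1 and TPSB2 share reads. Megakaryocyte markers fell, 1 of 19 upward and 15 downward (17 adjusted over the list alone, camera adjusted p = 7.99e-05, 0.412 with an estimated correlation). ITGA2B (-7.24 ± 0.46), SELP (-5.37 ± 0.89) and THBS1 (-4.84 ± 0.83, adjusted p from 1.25e-10 to 1.03e-04) fell, while LTBP1, a latent transforming growth factor binding protein, rose (3.09 ± 0.35, adjusted p = 4.68e-07). Neutrophil and monocyte markers fell, 15 of 25 downward (16 adjusted over the list alone, camera adjusted p = 3.22e-07, 0.346 with an estimated correlation). CST7 (-8.10 ± 0.59), SPI1 (-7.53 ± 0.63), CD33 (-7.43 ± 0.80) and ITGAM (-6.90 ± 0.65, adjusted p from 7.97e-10 to 7.62e-07) fell. Stem genes fell, 14 of 30 downward (17 adjusted over the list alone, camera adjusted p = 7.63e-05, 0.372 with an estimated correlation). CD34 (-9.80 ± 0.85), MYCN (-8.42 ± 1.11), ERG (-6.86 ± 0.73) and FLI1 (-6.45 ± 0.48, adjusted p from 3.13e-09 to 1.40e-06) fell. Interferon and antigen presentation genes fell, 2 of 26 upward and 12 downward (14 adjusted over the list alone, camera adjusted p = 0.0248, 0.555 with an estimated correlation). CIITA (-7.60 ± 0.67) and CD74 (-6.38 ± 0.70, adjusted p from 1.62e-08 to 3.47e-07) fell, while ISG20 rose (3.44 ± 0.50, adjusted p = 1.52e-05). PSMB9, with no count in proerythroblasts, was at least 43.2-fold lower there (floor of 3 counts over the group).

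Cell cycle transcripts rose again, mitosis with 33 of 38 rose (34 adjusted over the list alone, camera adjusted p = 4.91e-11, 0.388 with an estimated correlation) and DNA replication with 14 of 38 rose (16 adjusted over the list alone, camera adjusted p = 1.44e-05, 0.555 with an estimated correlation). MKI67, a proliferation antigen, rose from 196 ± 32.8 to 572 ± 18 CPM (1.55 ± 0.32, adjusted p = 6.75e-04), and CCNE1, cyclin E, rose from 26.7 ± 0.0862 to 87.9 ± 6.11 CPM (1.72 ± 0.27, adjusted p = 3.95e-05). Mitophagy genes rose, 10 of 25 upward (10 adjusted over the list alone, camera adjusted p = 8.81e-05, 0.372 with an estimated correlation). WIPI1 (2.58 ± 0.36), OPTN (2.18 ± 0.29) and BNIP3L (1.51 ± 0.31, adjusted p from 4.41e-06 to 6.15e-04) rose. Ubiquitin and proteome genes rose, 5 of 25 upward (5 adjusted over the list alone, camera adjusted p = 0.00677, 0.654 with an estimated correlation). TRIM10 (5.52 ± 0.84), UBAC1 (1.79 ± 0.21) and CCNDBP1 (1.37 ± 0.28, adjusted p from 6.54e-07 to 5.45e-04) rose, and nuclear condensation genes rose on balance, 10 of 25 upward and 3 downward (13 adjusted over the list alone, camera adjusted p = 0.00975, 0.372 with an estimated correlation). H1F0 (2.12 ± 0.39) and HMGB2 (1.23 ± 0.25, adjusted p from 2.24e-04 to 5.27e-04) rose and RAC2 (-1.46 ± 0.30) and DIAPH1 (-0.96 ± 0.21, adjusted p from 6.13e-04 to 0.00101) fell. The ribosomal protein list passed upward at a median of 0.28 (camera adjusted p = 0.00314, 0.791 with an estimated correlation), although 2 of 71 rose (0 adjusted over the list alone).

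Between proerythroblasts and early basophilic cells few genes passed when all 24 libraries set the spread. HDC (chromosome 15, 50534146 to 50558162), which makes histamine, rose from 0.187 ± 0.075 to 1.76 ± 0.645 CPM (3.15 ± 0.48, adjusted p = 0.0162), and CPA3 (chromosome 3, 148583043 to 148614872), a mast cell protease, rose from 0.382 ± 0.192 to 2.56 ± 0.359 CPM (2.67 ± 0.43, adjusted p = 0.0199). No other gene passed, 1016 had an unadjusted p under 0.05, and DESeq2 called 77. Without proerythroblast replicate 1 the count was 1, without early basophilic replicate 3 it was 3, and without proerythroblast replicate 2 or 3 or early basophilic replicate 1 or 2 it was 0. In the fits of the 15 erythroblast libraries neither gene passed (HDC adjusted p = 0.104, and 0.058 with the replicate block; CPA3 0.223 and 0.0939). The planned fit of only these stages, with no block, called 1095 genes, 536 higher and 559 lower. Same-numbered libraries of these stages shared their deviations (correlations of 0.55 to 0.62). A fit of the 6 libraries with the replicate number as a block, chosen after the data were seen, called 5353 of 12469 genes, 2485 upward and 2868 downward, with 427 past 2-fold.

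The genes of the following sentences were named from that blocked fit after their values were seen. Globins rose (10 of 10 upward, camera adjusted p = 3.27e-05, 0.372 with an estimated correlation over the 24 libraries), with HBM, a minor alpha-like globin, from 25.3 ± 7.74 to 83.9 ± 11.6 CPM (1.72 ± 0.07, adjusted p = 5.99e-06) and HBA1 (chromosome 16, 226679 to 227520) from 3010 ± 547 to 6820 ± 290 CPM (1.16 ± 0.08, adjusted p = 3.63e-05). Red cell membrane genes rose (25 of 28 upward, camera adjusted p = 1.70e-10, 0.313 with an estimated correlation). BCAM (1.62 ± 0.18), RHCE (1.42 ± 0.12), SLC4A1 (1.34 ± 0.08) and SLC14A1 (1.32 ± 0.12, adjusted p from 2.56e-05 to 2.01e-04) rose. Haem genes rose (12 of 15 upward and 2 downward, camera adjusted p = 5.18e-05, 0.326 with an estimated correlation). ABCB6 (0.71 ± 0.05) and ALAS2 (0.69 ± 0.06, adjusted p from 2.86e-05 to 6.51e-05) rose. Erythroid transcription factors rose (14 of 22 upward and 2 downward, camera adjusted p = 3.67e-04, 0.309 with an estimated correlation). E2F2 (1.41 ± 0.12), SOX6 (1.19 ± 0.10) and KLF13 (0.67 ± 0.08, adjusted p from 7.64e-05 to 2.77e-04) rose. KIT fell from 118 ± 6.58 to 58.4 ± 10.8 CPM (-1.07 ± 0.09, adjusted p = 6.09e-05) and MYB, a progenitor regulator, from 251 ± 15.9 to 164 ± 17.4 CPM (-0.66 ± 0.06, adjusted p = 1.03e-04).

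Every tested mitosis gene was called upward in the blocked fit (38 of 38 rose, camera adjusted p = 4.22e-20, 0.313 with an estimated correlation), NUSAP1 (0.78 ± 0.07), CDK1 (0.65 ± 0.08) and KIF11 (0.62 ± 0.06, adjusted p from 1.03e-04 to 2.79e-04) among them, and DNA replication genes rose on balance (20 of 38 upward and 1 downward, camera adjusted p = 0.00185, 0.654 with an estimated correlation). Cyclin-dependent kinase inhibitors rose at the same time (5 of 7 upward, camera adjusted p = 3.01e-04, 0.122 with an estimated correlation). CDKN2D (1.43 ± 0.14) and CDKN2C (0.70 ± 0.07, adjusted p from 1.25e-04 to 1.26e-04) rose. Immediate early and stress genes rose (16 of 25 upward and 3 downward, camera adjusted p = 2.39e-05, 0.372 with an estimated correlation). TRIB3 (1.97 ± 0.19), DDIT3 (1.18 ± 0.09) and ATF3 (1.09 ± 0.11, adjusted p from 6.09e-05 to 1.24e-04) rose. Ribosome biogenesis fell (31 of 37 downward, camera adjusted p = 5.10e-09, 0.328 with an estimated correlation). RRP9 (-0.63 ± 0.07), NOB1 (-0.63 ± 0.07), POLR1B (-0.58 ± 0.08) and MYBBP1A (-0.57 ± 0.06, adjusted p from 2.16e-04 to 4.46e-04) fell. Genes of nuclear condensation (13 of 25 rose and 3 fell, camera adjusted p = 7.55e-04, 0.313 with an estimated correlation), mitophagy (13 of 25 rose and 2 fell, camera adjusted p = 0.00255, 0.497 with an estimated correlation) and proteome remodelling (12 of 24 rose and 1 fell, camera adjusted p = 0.0145, 0.654 with an estimated correlation) rose on balance, H1F0, a linker histone, from 667 ± 32.4 to 1480 ± 254 CPM (1.10 ± 0.09, adjusted p = 7.87e-05).

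Markers of mast cells, basophils and eosinophils and of platelets rose in early basophilic libraries. For the former 10 of 12 rose and 1 fell in the blocked fit (10 of 18 in the fit of 24 libraries when adjusted over the list alone, camera adjusted p = 5.46e-25, 0.00626 with an estimated correlation). MS4A2 (2.97 ± 0.45), MS4A3 (2.95 ± 0.31), RNASE2 (2.77 ± 0.22), CLC (2.45 ± 0.10) and PRG2 (1.44 ± 0.05, adjusted p from 2.09e-06 to 8.01e-04) rose. PRG2 went from 29 ± 2.53 to 80.8 ± 10.1 CPM. Megakaryocyte markers rose (10 of 13 upward and 3 downward, camera adjusted p = 1.77e-07, 0.328 with an estimated correlation). PPBP (3.98 ± 0.31), PF4 (3.92 ± 0.52) and THBS1 (2.27 ± 0.20, adjusted p from 5.71e-05 to 4.29e-04) rose. Among the falls were OAF (-1.73 ± 0.11), P2RY8 (-1.66 ± 0.16) and DDN (-1.41 ± 0.07, adjusted p from 7.71e-06 to 1.21e-04).

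For late against early basophilic cells no gene passed in the fit of 24 libraries, where 585 had an unadjusted p under 0.05, and DESeq2 called 0. The replicate block over 24 libraries, the fits of the 15 erythroblast libraries with and without it, and the fit of the 6 libraries without it also called 0. Late basophilic replicate 3 stood apart on the first principal component (10.7, against 59.5 and 55.0 for replicates 1 and 2). Its early basophilic partner lay at 12.7. Leaving out the erythroblast libraries numbered 3 also called 0. Same-numbered libraries again shared their deviations (correlations of 0.49 to 0.58), and only the blocked fit of the 6 libraries called any, 1002 of 12316 genes, 509 upward and 493 downward, with 94 past 2-fold. TMCC2, a transmembrane protein of erythroid cells, rose from 6.13 ± 1.8 to 16 ± 5.27 CPM (1.38 ± 0.10, adjusted p = 0.0146), HBM rose from 83.9 ± 11.6 to 190 ± 16.2 CPM (1.18 ± 0.09, adjusted p = 0.0146), and KIT fell from 58.4 ± 10.8 to 29.7 ± 11.9 CPM (-1.04 ± 0.12, adjusted p = 0.0237). These genes, like the ones that follow, rest on this blocked fit alone and were named from it after their values were seen.

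Mitosis genes rose (17 of 38 upward, camera adjusted p = 3.02e-19, 0.313 with an estimated correlation). NUSAP1 (0.63 ± 0.10), UBE2C (0.63 ± 0.08), CENPE (0.59 ± 0.10) and CDK1 (0.55 ± 0.10, adjusted p from 0.0237 to 0.0293) rose, and kinase inhibitors rose (3 of 7 upward, camera adjusted p = 7.84e-04, 0.141 with an estimated correlation). CDKN2D (1.20 ± 0.13), CDKN2C (0.54 ± 0.10) and CDKN1B (0.47 ± 0.10, adjusted p from 0.0237 to 0.0401) rose. Ribosome biogenesis fell (median -0.48, 20 of 37 fell, camera adjusted p = 4.75e-23, 0.122 with an estimated correlation). RRP12 (-0.86 ± 0.16), RRP9 (-0.86 ± 0.20), POLR1B (-0.80 ± 0.12) and MYBBP1A (-0.79 ± 0.19, adjusted p from 0.0252 to 0.0476) fell. UNG, a uracil glycosylase of replicating DNA, fell from 37.3 ± 1.61 to 17.8 ± 4.83 CPM (-1.11 ± 0.14, adjusted p = 0.0237), and MYB fell from 164 ± 17.4 to 111 ± 33.5 CPM (-0.60 ± 0.12, adjusted p = 0.0353).

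Red cell membrane genes (11 of 28 rose, camera adjusted p = 1.87e-08, 0.347 with an estimated correlation), globins (7 of 10 rose, camera adjusted p = 7.35e-04, 0.469 with an estimated correlation) and haem genes (7 of 15 rose, camera adjusted p = 2.42e-04, 0.347 with an estimated correlation) rose. Among them were SLC14A1 (1.19 ± 0.16), BCAM (1.06 ± 0.13) and RHCE (0.88 ± 0.15, adjusted p from 0.0237 to 0.0259) and HBA1 (0.83 ± 0.10) and ABCB6 (0.59 ± 0.08, adjusted p = 0.0237 for each). Glycolysis genes fell (7 of 20 downward, camera adjusted p = 0.0375, 0.654 with an estimated correlation). GPI (-0.81 ± 0.14), SLC16A1 (-0.67 ± 0.10), PGAM1 (-0.57 ± 0.09) and ENO1 (-0.54 ± 0.09, adjusted p from 0.0252 to 0.0267) fell. Immediate early and stress genes rose (11 of 25 upward, camera adjusted p = 6.89e-05, 0.372 with an estimated correlation). EGR1 (1.57 ± 0.12), TRIB3 (1.39 ± 0.24) and FOS (1.25 ± 0.17, adjusted p from 0.0147 to 0.0267) rose. Erythroid transcription factors (camera adjusted p = 0.00205, 0.339 with an estimated correlation), nuclear condensation (camera adjusted p = 7.60e-04, 0.313 with an estimated correlation), mitophagy (camera adjusted p = 0.00122, 0.469 with an estimated correlation) and proteome remodelling (camera adjusted p = 0.00209, 0.619 with an estimated correlation) passed upward. From these came SOX6 (0.82 ± 0.18), H1F0 (0.78 ± 0.12), WIPI1 (0.67 ± 0.12) and RNF123 (0.43 ± 0.10, adjusted p from 0.0252 to 0.0497). Neutrophil and monocyte markers passed upward (0 of 4 called, camera adjusted p = 0.00802, 0.619 with an estimated correlation), and without the libraries numbered 3 the direction reversed (adjusted p = 0.607).

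The step from late basophilic to polychromatic cells changed the most genes of the steps between neighbouring stages in the fit of 24 libraries. In fits of only the stages compared, with the replicate block, it changed 7412, fewer than CFU-E against BFU-E (7787) and proerythroblasts against CFU-E (7617). XPO7 rose from 132 ± 42.1 to 8850 ± 5610 CPM (6.06 ± 0.40, adjusted p = 1.11e-10), n = 3 per stage. FOXO3, a forkhead factor of terminal maturation, rose from 208 ± 75 to 4390 ± 2640 CPM (4.40 ± 0.35, adjusted p = 8.62e-10), while MYB fell from 111 ± 33.5 to 1.43 ± 0.614 CPM (-6.26 ± 0.33, adjusted p = 5.10e-12) and KIT fell from 29.7 ± 11.9 to 0.851 ± 0.199 CPM (-5.11 ± 0.42, adjusted p = 1.60e-09). In all, 8660 of 15399 genes changed, 3958 upward and 4702 downward, with 6769 past 2-fold.

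Ubiquitin and proteome genes rose, 21 of 25 upward (22 adjusted over the list alone), median 2.55 (camera adjusted p = 3.53e-13, 0.309 with an estimated correlation). FBXO30 (6.08 ± 0.44), UBE2H (6.07 ± 0.43), TRIM58 (5.18 ± 0.38) and MKRN1 (4.61 ± 0.32, adjusted p from 1.93e-10 to 4.03e-10) rose. Mitophagy and autophagy genes rose, 21 of 25 upward and 2 downward (23 adjusted over the list alone, camera adjusted p = 2.07e-09, 0.289 with an estimated correlation). GABARAPL1 (6.22 ± 0.48), ATG14 (5.04 ± 0.41), PINK1 (3.90 ± 0.30) and BNIP3L (3.87 ± 0.34, adjusted p from 6.83e-10 to 3.62e-09) rose. Antioxidant genes rose, 15 of 22 upward and 3 downward (18 adjusted over the list alone, camera adjusted p = 7.94e-04, 0.436 with an estimated correlation). HMOX1 (chromosome 22, 35777060 to 35790207), haem oxygenase, rose from 2.3 ± 0.254 to 181 ± 164 CPM (6.30 ± 0.76, adjusted p = 2.94e-07). GPX1 (3.11 ± 0.50), NFE2L2 (3.07 ± 0.38) and GCLC (3.03 ± 0.32, adjusted p from 5.15e-08 to 1.55e-05) rose, while BLVRA (-2.07 ± 0.27) and PRDX3 (-1.87 ± 0.28, adjusted p from 9.35e-07 to 4.70e-06) fell. For p53 targets, 17 of 22 rose and 1 fell (19 adjusted over the list alone, camera adjusted p = 8.79e-05, 0.372 with an estimated correlation). PLK3 (3.37 ± 0.36), FAS (3.27 ± 0.30) and CDKN1A (3.20 ± 0.78, adjusted p from 6.97e-09 to 0.00117) rose and TP53I3 fell (-1.26 ± 0.25, adjusted p = 1.41e-04).

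Red cell products rose. Of globins, 9 of 10 rose (9 adjusted over the list alone, camera adjusted p = 0.00144, 0.497 with an estimated correlation), HBB (chromosome 11, 5246696 to 5248301) going from 37100 ± 11900 to 407000 ± 195000 CPM (3.45 ± 0.62, adjusted p = 5.46e-05). Membrane genes rose, 23 of 28 upward and 2 downward (25 adjusted over the list alone, camera adjusted p = 1.03e-07, 0.359 with an estimated correlation). SLC14A1 (5.21 ± 0.50), EPB41 (4.09 ± 0.38) and SLC2A1 (3.74 ± 0.36, adjusted p from 8.36e-09 to 1.18e-08) rose, while ADD2 fell (-1.53 ± 0.34, adjusted p = 5.69e-04). Iron genes rose, 12 of 18 upward and 3 downward (17 adjusted over the list alone, camera adjusted p = 8.50e-04, 0.346 with an estimated correlation). NCOA4 (4.78 ± 0.38), ISCU (3.66 ± 0.33) and SLC40A1 (3.41 ± 0.44, adjusted p from 1.09e-09 to 7.20e-07) rose. Haem genes rose on balance, 11 of 15 upward and 3 downward (14 adjusted over the list alone, camera adjusted p = 0.0182, 0.513 with an estimated correlation). ALAS2 (3.45 ± 0.52), ABCB6 (2.72 ± 0.35) and FECH (2.32 ± 0.28, adjusted p from 2.89e-07 to 6.73e-06) rose and FLVCR1 (-2.76 ± 0.31) and TMEM14C (-2.17 ± 0.33, adjusted p from 1.07e-07 to 6.23e-06) fell. The list had adjusted p = 0.087 without the libraries numbered 3. Erythroid transcription factors rose, 14 of 22 upward and 3 downward (17 adjusted over the list alone, camera adjusted p = 0.00215, 0.339 with an estimated correlation). SOX6 (2.96 ± 0.63), NR3C1 (2.78 ± 0.29) and E2F2 (2.77 ± 0.45, adjusted p from 4.37e-08 to 3.46e-04) rose and LDB1 (-2.40 ± 0.18) and LMO2 (-1.72 ± 0.22, adjusted p from 5.48e-10 to 9.06e-07) fell.

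The replication and translation machinery fell. DNA replication genes fell, 35 of 38 downward (35 adjusted over the list alone, camera adjusted p = 6.52e-10, 0.373 with an estimated correlation). UNG (-5.33 ± 0.46), CCNE1 (-3.72 ± 0.30), MCM6 (-3.34 ± 0.35) and MCM3 (-2.81 ± 0.34, adjusted p from 1.12e-09 to 2.77e-07) fell, whereas the mitosis list did not pass (median -0.45, camera adjusted p = 0.178, 0.891 with an estimated correlation). Ribosomal protein transcripts fell, 70 of 71 downward (70 adjusted over the list alone), median -1.77 (camera adjusted p = 2.93e-24, 0.346 with an estimated correlation), with RPL13A from 195 ± 10.8 to 15.4 ± 3.89 CPM (-3.66 ± 0.29, adjusted p = 8.68e-10). Ribosome biogenesis fell, 4 of 37 upward and 28 downward (32 adjusted over the list alone, camera adjusted p = 3.50e-06, 0.383 with an estimated correlation). MYBBP1A (-3.69 ± 0.44), RRP9 (-3.37 ± 0.40), RRS1 (-3.28 ± 0.29) and NOB1 (-3.23 ± 0.32, adjusted p from 4.08e-09 to 2.48e-07) fell, while RRP12 rose (2.64 ± 0.43, adjusted p = 1.53e-05). Kinase inhibitors rose, 6 of 7 upward and 1 downward (7 adjusted over the list alone, camera adjusted p = 0.0385, 0.346 with an estimated correlation). CDKN2D (3.18 ± 0.37) and CDKN1B (2.07 ± 0.26, adjusted p from 2.21e-07 to 5.95e-07) rose.

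Immediate early and stress genes rose, 11 of 27 upward and 4 downward (15 adjusted over the list alone, camera adjusted p = 0.0439, 0.654 with an estimated correlation). ZFP36 (6.81 ± 0.61), JUN (3.35 ± 0.59) and HSPA1A (2.75 ± 0.52, adjusted p from 5.06e-09 to 8.59e-05) rose, while ASNS fell (-1.90 ± 0.34, adjusted p = 5.48e-05). Mast cell, basophil and eosinophil markers fell, 12 of 18 downward (12 adjusted over the list alone, camera adjusted p = 0.00378, 0.372 with an estimated correlation), with PRG2 from 141 ± 36 to 20.3 ± 2.95 CPM (-2.80 ± 0.33, adjusted p = 2.62e-07) and EPX (-6.88 ± 1.24) and RNASE2 (-6.42 ± 1.04, adjusted p from 1.11e-05 to 4.20e-05). The largest rises of the rule were at genes near 0 in late basophilic cells, among them IFIT1B (10.10 ± 1.06), TREML3P (9.32 ± 0.75), THEM5 (9.18 ± 0.88) and TCP11L2 (9.01 ± 0.79, adjusted p from 2.26e-09 to 4.32e-08), and the largest falls were KRT13 (-7.34 ± 0.51), ST6GALNAC1 (-6.94 ± 0.35) and SYNGR1 (-6.85 ± 0.27, adjusted p from 4.00e-14 to 2.05e-10). Library preparation is not known to keep the strand, so the rise of UPK1A-AS1 (10.27 ± 1.01, adjusted p = 8.49e-09) could not be assigned to a strand.

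Orthochromatic cells had lost most mitotic transcripts and held more of the stress, autophagy and p53 target transcripts than polychromatic cells. HMOX1 rose from 181 ± 164 to 9940 ± 2100 CPM (5.78 ± 0.73, adjusted p = 9.62e-07), n = 3 per stage. TFRC fell from 11800 ± 3960 to 2470 ± 437 CPM (-2.26 ± 0.34, adjusted p = 7.79e-06) and BCL11A fell from 74.6 ± 16.1 to 10.1 ± 1.63 CPM (-2.90 ± 0.24, adjusted p = 6.65e-09). In all, 7484 of 15399 genes changed, 3575 upward and 3909 downward, with 5741 past 2-fold. RLE size factors moved log2 fold changes by a median of 0.244, giving 4435 higher and 3178 lower (58.3% higher) against 47.8% with TMM. Leaving RNA45S5 and MTRNR2L genes out of library sizes moved them by -0.218, giving 2959 higher and 4565 lower (39.3% higher).

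Mitosis genes fell, 36 of 38 downward (37 adjusted over the list alone), median -3.00 (camera adjusted p = 7.77e-36, 0.152 with an estimated correlation). CDCA3 (-3.85 ± 0.40), MAD2L1 (-3.61 ± 0.32), ANLN (-3.58 ± 0.30) and NUF2 (-3.48 ± 0.25, adjusted p from 2.13e-09 to 7.45e-08) fell. DNA replication genes fell, 2 of 38 upward and 30 downward (34 adjusted over the list alone, camera adjusted p = 7.62e-09, 0.433 with an estimated correlation). RRM2 (-4.08 ± 0.42), GINS3 (-3.11 ± 0.43) and RRM1 (-3.09 ± 0.37, adjusted p from 7.55e-08 to 3.48e-06) fell, while MCM5 rose (0.86 ± 0.21, adjusted p = 0.00153). The rise of MCM5 depends on the TMM factors, which were 0.343 to 0.654 in polychromatic and 0.167 to 0.234 in orthochromatic libraries. The proliferation regulators E2F8 (-4.36 ± 0.38), IQGAP3 (-4.33 ± 0.37) and FOXM1 (-4.19 ± 0.33, adjusted p from 6.16e-09 to 1.14e-08) were among the 6 largest falls. Nuclear condensation genes fell on balance, 7 of 25 upward and 13 downward (20 adjusted over the list alone, camera adjusted p = 0.0238, 0.427 with an estimated correlation, and adjusted p = 0.061 with RLE size factors): the cytokinesis and lamina genes DIAPH3 (-3.71 ± 0.30), CIT (-3.41 ± 0.31), LMNB1 (-2.65 ± 0.31) and LMNB2 (-2.32 ± 0.27, adjusted p from 7.33e-09 to 3.95e-07) fell, and HDAC5 (2.95 ± 0.33) and MXI1 (2.27 ± 0.28, adjusted p from 2.32e-07 to 7.77e-07) rose.

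Mitophagy and autophagy genes rose, 16 of 25 upward and 3 downward (20 adjusted over the list alone, camera adjusted p = 2.36e-04, 0.372 with an estimated correlation). SQSTM1 (2.79 ± 0.31), MAP1LC3B (2.41 ± 0.29) and GABARAPL1 (2.27 ± 0.40, adjusted p from 1.47e-07 to 5.63e-05) rose and ATG7 (-2.20 ± 0.27) and ULK2 (-2.15 ± 0.32, adjusted p from 6.30e-07 to 8.46e-06) fell. Ubiquitin and proteome genes rose, 15 of 25 upward and 3 downward (20 adjusted over the list alone, camera adjusted p = 1.77e-04, 0.497 with an estimated correlation). RNF10 (2.29 ± 0.35), UBB (2.27 ± 0.32) and SIAH2 (1.93 ± 0.35, adjusted p from 4.48e-06 to 6.97e-05) rose, while RNF123 fell (-0.96 ± 0.18, adjusted p = 1.42e-04). For p53 targets, 16 of 22 rose (16 adjusted over the list alone, camera adjusted p = 4.99e-06, 0.313 with an estimated correlation). GADD45B (5.53 ± 0.64), CDKN1A (3.14 ± 0.75), BBC3 (2.82 ± 0.31) and AEN (2.43 ± 0.33, adjusted p from 1.66e-07 to 0.00127) rose. Immediate early and stress genes rose, 18 of 27 upward and 1 downward (19 adjusted over the list alone, camera adjusted p = 3.34e-05, 0.372 with an estimated correlation). DDIT3 (3.45 ± 0.37) and NR4A2 (3.18 ± 0.56, adjusted p from 1.09e-07 to 5.28e-05) rose, ASNS again moving the other way (-1.75 ± 0.34, adjusted p = 1.98e-04). Antioxidant genes rose, 14 of 22 upward and 4 downward (18 adjusted over the list alone, camera adjusted p = 0.0197, 0.555 with an estimated correlation). GPX4 (2.78 ± 0.35) and SOD1 (1.88 ± 0.22, adjusted p from 3.85e-07 to 7.98e-07) rose and PRDX3 (-1.73 ± 0.29) and TXNRD2 (-1.68 ± 0.22, adjusted p from 1.97e-06 to 2.76e-05) fell. The list had adjusted p = 0.117 without the libraries numbered 3.

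Products of the mature red cell split. SLC4A1 and XPO7 did not pass between these stages (-0.06 ± 0.61, adjusted p = 0.976 and 0.57 ± 0.32, adjusted p = 0.152), CD36 fell from 1230 ± 236 to 250 ± 119 CPM (-2.29 ± 0.33, adjusted p = 4.67e-06) and ITGA4, an integrin of erythroblast islands, fell from 160 ± 47.6 to 18.5 ± 5.46 CPM (-3.12 ± 0.28, adjusted p = 1.41e-08). The membrane list did not pass (7 of 28 rose and 10 fell (17 adjusted over the list alone), median -0.19, turning to 0.07 with RLE size factors, camera adjusted p = 0.373, 0.891 with an estimated correlation), nor did the ribosomal protein list (27 of 71 rose and 8 fell (35 adjusted over the list alone), camera adjusted p = 0.0625, 0.891 with an estimated correlation). Circadian repressor NR1D1 (7.23 ± 0.50, adjusted p = 2.00e-09), the glycogen phosphatase EPM2A (5.83 ± 0.41, adjusted p = 2.00e-09) and TNFAIP3 (6.10 ± 0.66, adjusted p = 1.21e-07), a brake on NF-kB signalling, were among the largest rises.

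Across the whole erythroblast course, from proerythroblasts to orthochromatic cells, 10912 of 15399 genes changed, 5111 upward and 5801 downward, with 9667 past 2-fold (n = 3 per stage). HBB went from 13500 ± 555 to 1470000 ± 309000 CPM (6.76 ± 0.73, adjusted p = 1.72e-08). Normalised CPM can exceed the library size, as TMM factors of orthochromatic libraries were 0.167 to 0.234. GATA1 rose from 232 ± 19 to 1120 ± 227 CPM (2.27 ± 0.23, adjusted p = 8.02e-09) and MYB fell from 251 ± 15.9 to 3.58 ± 1.62 CPM (-6.18 ± 0.34, adjusted p = 1.06e-12). The balance turned with the scaling: RLE size factors gave 5497 higher and 5373 lower (50.6% higher) and DESeq2 5917 higher and 5350 lower (52.5% higher), while leaving RNA45S5 and MTRNR2L genes out of library sizes gave 4583 higher and 6412 lower (41.7% higher).

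Ubiquitin and proteome genes rose, 23 of 25 upward (23 adjusted over the list alone), median 3.91 (camera adjusted p = 2.46e-12, 0.309 with an estimated correlation). UBE2H (7.99 ± 0.47), FBXO30 (7.75 ± 0.47) and TRIM58 (7.16 ± 0.42, adjusted p from 2.15e-12 to 3.64e-12) rose. Mitophagy genes rose, 21 of 25 upward and 3 downward (24 adjusted over the list alone, camera adjusted p = 1.06e-09, 0.281 with an estimated correlation). GABARAPL1 (9.30 ± 0.55), PINK1 (6.65 ± 0.34) and ULK1 (6.01 ± 0.41, adjusted p from 8.18e-13 to 1.29e-11) rose and ULK2 fell (-3.25 ± 0.32, adjusted p = 5.19e-09). Membrane genes rose, 21 of 28 upward and 3 downward (24 adjusted over the list alone, camera adjusted p = 5.20e-05, 0.469 with an estimated correlation). SLC14A1 (8.54 ± 0.58), SLC2A1 (6.47 ± 0.41) and STOM (5.89 ± 0.36, adjusted p from 3.53e-12 to 1.31e-11) rose and ADD2 (-4.62 ± 0.39) and CD47 (-1.86 ± 0.26, adjusted p from 3.85e-10 to 8.23e-07) fell. Iron genes rose, 10 of 18 upward and 6 downward (17 adjusted over the list alone, camera adjusted p = 0.0179, 0.427 with an estimated correlation). NCOA4 (6.19 ± 0.41) and FTL (4.95 ± 0.31, adjusted p from 5.73e-12 to 9.78e-12) rose. The list had adjusted p = 0.0628 without the libraries numbered 3.

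DNA replication (1 of 38 rose and 37 fell (38 adjusted over the list alone), camera adjusted p = 5.05e-11, 0.372 with an estimated correlation), ribosomal protein (1 of 71 rose and 57 fell (58 adjusted over the list alone), camera adjusted p = 1.87e-08, 0.579 with an estimated correlation) and mitosis genes (1 of 38 rose and 34 fell (35 adjusted over the list alone), camera adjusted p = 1.90e-08, 0.471 with an estimated correlation) fell, with UNG (-5.94 ± 0.47), MCM3 (-5.13 ± 0.38), RPSA (-4.23 ± 0.32) and RPL10A (-4.09 ± 0.24, adjusted p from 2.14e-12 to 1.22e-10). Stress genes rose: p53 targets (20 of 22 rose and 1 fell (21 adjusted over the list alone), camera adjusted p = 3.38e-07, 0.313 with an estimated correlation). GADD45B (7.41 ± 0.69) and PLK3 (5.89 ± 0.41, adjusted p from 1.70e-11 to 1.54e-09) rose, and antioxidant genes (17 of 22 rose and 4 fell (21 adjusted over the list alone), camera adjusted p = 5.18e-04, 0.387 with an estimated correlation). HMOX1 (13.10 ± 0.98) and GCLC (4.97 ± 0.35, adjusted p from 2.47e-11 to 5.66e-11) rose. Interferon and antigen presentation genes passed upward (12 of 26 rose and 7 fell (19 adjusted over the list alone), camera adjusted p = 0.0448, 0.632 with an estimated correlation). IFIT2 (6.66 ± 0.52) and ISG15 (6.20 ± 0.57, adjusted p from 1.08e-10 to 1.54e-09) rose and IFITM2 (-4.20 ± 0.60) and IFI44 (-3.44 ± 0.50, adjusted p from 1.33e-06 to 1.51e-06) fell. The interferon list had adjusted p = 0.0621 with RLE size factors and 0.0869 without the libraries numbered 3.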

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

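Tests below on wider gene sets, other risen genes, longer genes, genes nearest in length and scaling were chosen after the result was seen. With 3 libraries per stage, no single library was tested as an outlier.

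Transcripts of late erythroid cells stood out in CD34 replicate 2 and BFU-E replicates 1 and 3. With the share set by SLC4A1 (0.397%, 0.369% and 0.434% of the polychromatic level), other genes of polychromatic cells reached medians of 0.947, 0.762 and 0.773 of the predicted excess, over 15, 6 and 9 genes, and on the wider set the lowest median was 0.779. For proerythroblasts to late basophilic cells, no profile reached the 0.3 asked for on both gene sets. The early basophilic profile had a lowest median of 0.322, over 5 genes, but 0.0951 on the wider set. The late basophilic profile had 0.266, over 3 genes, and 0.279 on the wider set, above the 0.1 that would have argued against it. A small admixture of RNA from polychromatic cells could therefore explain the excess, and RNA from earlier erythroblasts stays open. Whether it entered by sorting, handling or sequencing was not tested.

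Mast cell, basophil and eosinophil markers rose in early basophilic cells. Admixed CD34, BFU-E or CFU-E cells are argued against: their other abundant genes reached at most 0.0291 of the predicted excess (205 genes, BFU-E profile). A single foreign population that brings the markers in a fixed ratio stays open. In 100% of the 10 called markers the late to early basophilic excess lay within 2-fold of the median ratio, but so it did for 90.1% of 152 other genes that rose at least 2-fold, so the test could hardly have come out otherwise. Expression of these markers by the erythroblasts themselves was not tested and stays open.

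Ribosomal protein transcripts were lower in BFU-E than in CD34 cells (median -1.95). The bound written beforehand gave no decision on a loss of short transcripts, as other abundant genes between the 10th and 90th percentiles of the list's lengths had a median of -0.82 (482 genes). Their median length was 1756 bases, against 829 for the list. Their difference from longer genes was 0.11 (95% bootstrap interval -0.04 to 0.26, 2000 samples). For the 195 genes nearest in length to the members, of median length 1165 bases, it was 0.02 (-0.20 to 0.21), which argues against such a loss as the cause. Scaling is argued against as the whole cause, since over 5 scalings the list median nearest to 0 was -1.40, itself short of the bound of -1.5 set for it, and since a scaling moves all genes alike while the list median lay -1.89 from the median of all genes with TMM (upper quartile -1.39). Other transcripts with a terminal oligopyrimidine motif had a median of -1.88, and 17 of 17 fell, as regulation shared by them would give. Random lists of like expression had a median of -0.02, and 0 of 10000 lay as low. As other genes of at least 100 CPM in CD34 cells had -0.88, this overstates the contrast. The values were found and tested on the same data.

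Other splits of the libraries were counted for each number of changed genes. For the 8 comparisons there are 10 splits each, too few for a share under 0.05. The real split and the highest other gave 7853 and 4 genes for BFU-E against CD34 cells, 6708 and 0 for CFU-E against BFU-E, 4650 and 0 for proerythroblasts against CFU-E, 2 and 0 for early basophilic cells against proerythroblasts, 8660 and 0 for polychromatic against late basophilic cells, and 10912 and 0 for orthochromatic cells against proerythroblasts; in each of these 1 of 10 splits, the real one, gave as many. For late against early basophilic cells they gave 0 and 1, and 10 of 10 splits gave as many. For orthochromatic against polychromatic cells they gave 7484 and 1227, and 1 of 10 gave as many. The split with 1227 parts 1 numbered pair, and splits that part all pairs gave at most 3. On the second principal component polychromatic replicate 1 lay at 64.2, against 14.4 and 12.4 for replicates 2 and 3. The orthochromatic libraries lay from 139.7 to 160. Whether that library accounts for the split with 1227 was not tested. The blocked fits have 4 splits that part all pairs, again too few, with 5353 and 0 for early basophilic cells against proerythroblasts and 1002 and 0 for late against early basophilic cells, and 1 of 4 gave as many in each. For the 8 stages together, 15029 genes against at most 4876 in the other of 60 regroupings, 1 of 60 gave as many, so chance can be excluded.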

How the results depend on the processing

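Settings chosen after seeing the data are listed with the processing. Of 224 values of the main results, 198 were labelled the same and 26 moved. For gene counts that label ignored the balance of higher and lower genes. Shares kept it within 1 SD, which leaving out 1 library could not exceed. Of 872 list values, 721 stayed, 150 weakened and 1 reversed; of 9357 values of named genes, 9030 stayed, 326 weakened and 1 reversed. Where values moved, the cause was not tested unless fewer libraries or genes are named. Changed genes for early basophilic cells against proerythroblasts were 2 in the fit of 24 libraries, 5 with no filter, 5 with the filter at 1 CPM, 77 with DESeq2, 1095 with only the stages compared, 1 with the 15 erythroblast libraries and 4 with these and the replicate block (neither HDC nor CPA3, the genes of the main fit, among them), 19 without the libraries numbered 3, and 5353 with the replicate block in the fit of the stages compared. That blocked fit gave 1002 for late against early basophilic cells, where the main fit and the other settings gave 0, and only the stages compared gave 7218 for proerythroblasts against CFU-E. Without the early libraries with late transcripts, and so with fewer libraries, 5033 genes changed for BFU-E against CD34 cells, 57.8% of them higher against 46.5% in the main fit, and 2346 for CFU-E against BFU-E. Of the 109 list calls, 1 held with an estimated correlation, 104 with RLE size factors, 108 with the replicate block and 86 with fry; with the calls gained, these settings made 106, 113 and 116. Among the named genes and the lists called, the replicate block over 24 libraries ended the calls of HBA1 (1.31) and HBA2 (1.26) in BFU-E against CD34 cells, MCM7 (0.49) in orthochromatic against polychromatic cells and the nuclear condensation list in BFU-E against CD34 cells (adjusted p = 0.0503).

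Leaving out 1 library gave 6881 to 7409 genes for BFU-E against CD34 cells, 5330 to 6287 for CFU-E against BFU-E, 3398 to 4008 for proerythroblasts against CFU-E, 0 to 3 for early basophilic cells against proerythroblasts, 0 in each case for late against early basophilic cells, 7424 to 8816 for polychromatic against late basophilic cells, 6230 to 7638 for orthochromatic against polychromatic cells and 10291 to 10757 for orthochromatic cells against proerythroblasts. Leaving out all libraries of 1 number gave 14156 to 15104 genes across the 8 stages and 111 to 117 list calls. CD34 in orthochromatic cells against proerythroblasts ran from -1.44, without orthochromatic replicate 1, to 5.65, and reversed. Neutrophil and monocyte markers in late against early basophilic cells ran from adjusted p = 1.37e-09 without the libraries numbered 1 to 0.607 without those numbered 3, and reversed. With the mean of HBG1 and HBG2, the gamma share was 29.92% in CFU-E, 5.937% in proerythroblasts, 3.106% in polychromatic and 1.943% in orthochromatic cells. With HBA1, HBA2 and HBB only, the globin share was 0.6398% in BFU-E, 0.7466% in CFU-E, 3.126% in proerythroblasts and 5.344% in early basophilic cells.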

Other observations

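Of the 28 lists tested with camera, 4 passed in none of the 8 comparisons. Nuclear-encoded oxidative phosphorylation had adjusted p from 0.106 to 0.905, and in orthochromatic cells against proerythroblasts 13 of 46 members rose and 24 fell (37 adjusted over the list alone). Cytokine receptors and signalling had adjusted p from 0.21 to 0.728. RNA splicing factors had adjusted p from 0.055 to 0.99. The fetal programme had adjusted p from 0.0513 to 0.877, and in orthochromatic against polychromatic cells its median (0.60), mean (-0.32) and test (downward) differed in sign. Genes annotated only on mitochondrial DNA are absent from the table, so that list was not tested.

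Ribosomal protein genes took 26.9% of counts in CD34 cells, 10.8% in BFU-E, 0.793% in polychromatic and 0.409% in orthochromatic cells (means of 3 libraries).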
